A study of Drosophila melanogaster with 7 samples. Its data were reported in "Functional Genomic Analyses of Two Morphologically Distinct Classes of Drosophila Sensory Neurons: Post-Mitotic Roles of Transcription Factors in Dendritic Patterning" (2013).

How the data were processed

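RNA of magnetically isolated dendritic arborization neurons of class I (C-I) or class IV (C-IV), and of whole larvae of the third instar (WL, Oregon-R), had been amplified by PCR, labelled with Cy3 and hybridised to one-colour Agilent 4x44K Drosophila arrays. There were 2 C-I, 2 C-IV and 3 WL arrays, grouped by the names of the samples. Per the file headers, the signal intensity deposited for each spot was background-subtracted and detrended within its array by Agilent Feature Extraction, with low values replaced by surrogate values and no scaling between arrays. Version 9.5.1.1 of that software was used for C-IV and version 10.5.1.1 for C-I and WL. The authors also deposited a table of log2 values, which proved on comparison with the scanner files to be quantile normalized, floored at 1 and given relative to each probe's median over the 7 arrays. That table served as an alternative.

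The analysis started from the processed signal. Spots the software marked as non-uniform or population outliers were left out (0.105 to 0.518% of the 43603 spots of an array), and 0 spots were saturated. Signals were floored at 1, taken to log2, quantile normalized between the 7 arrays over non-control spots and averaged per probe, 9841 of the 32162 probes being spotted more than once. A probe was kept if it was positive and significant against background, in at least 0.5 of its spots, on every array of at least 1 group, which left 31392 probes. Probe names were matched through locus tags and RefSeq accessions to current gene symbols, which gave a gene to 20927 probes (65.1%) and 13216 genes. The other 11235 probes kept the name in the files, and 67 probes bore different gene names in the grids of different arrays. The genome build of the probe positions is not stated, so no coordinates are given. A gene was represented by its kept probe with the highest mean over the 7 arrays, which gave 13049 genes.

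All 7 arrays entered a single limma fit of group means with eBayes, so that the 3 groups shared an estimate of the spread. C-I minus WL, C-IV minus WL and C-IV minus C-I were tested with Benjamini-Hochberg adjustment over the kept probes within each comparison, and a probe was called at an adjusted p of 0.01 or less and a change of at least 2-fold (1 on the log2 scale). Changes in the comparisons with WL were set against 20 simulations of unchanged groups that shared their WL arrays, and the overlap was also taken with 1 WL array for one class and the other 2 for the other, in all 6 ways. Gene sets (18 lists of symbols) were tested with camera at a preset inter-gene correlation of 0.01, two-sided, with adjustment over the 54 tests of 18 sets and 3 comparisons and a threshold of 0.05. The lists were cytosolic ribosomal proteins, mitochondrial genome, nuclear OXPHOS (oxidative phosphorylation), proteasome, gut serine proteases, M14 carboxypeptidases, sarcomere, pan-neuronal, sensory channels and receptors, class IV markers, fat body, salivary gland, cuticle, haemocyte, glia, germ line, tracheal and epidermal, and immediate stress genes. Of the 7 class IV markers, 5 were also among the sensory channels and receptors, and otherwise the lists shared no gene. Lists of 747 transcription factors and of the 40 factors the study screened were counted from the calls. Correlations between arrays are Pearson's r across kept probes, which are not independent replicates, and carry no p.

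The genes named are the 25 on the array of a list fixed beforehand, meant to hold those the study discusses from its arrays, and, in each comparison, the 3 probes with the largest rise and the 3 with the largest fall among called probes with a gene symbol that were well above background and unsaturated on every array of both groups, at most 1 probe per gene. Of that list, ND4, foxo and nub do not occur in the study's main text, and ppk, ci, cnc, elav, Gapdh2 and RpL32 occur there other than as array results. Means are given on the log2 scale of the normalized signal with the SD between arrays (n = 2 for C-I and C-IV, n = 3 for WL), and changes with limma's standard error (SE). Where a probe was not well above background on any array of a group, its fold is a bound: the bright group's mean against the dim group's mean of, per array, the higher of the lowest signal among probes well above background and the dim probe's own. The number of arrays limits the precision of every value.

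The design, these thresholds, the lists, the rule for named genes and most alternatives were fixed before the data were examined. The alternatives were scaling to the 75th percentile, normexp background correction (offset 50), the deposited log2 table, no filter, only probes well above background on all 7 arrays, a floor of 16, the methods' one-way test with Tukey HSD, eBayes with trend and robust, only the groups compared in the fit, a replicate block, an adjusted p of 0.05, treat at 2-fold, the mean of all kept probes of a gene, each array left out in turn, camera with an estimated correlation, fry, and the other probes of the named genes. Added after the data were seen were array weights, the C-I arrays averaged as 1 sample, the trend with probe GC content taken out, and the kept probe nearest the 3' end of each gene. Leaving out saturated spots changed nothing since there were 0, and a slide term could not be fitted since each group lay on a slide of its own. Matched random lists for gene sets used 10000 draws. Pairs of probes of 1 gene were at least 60 and at most 30000 bases apart for the test of distance from the 3' end, and within 500 bases for the comparison of near probes. RNA of other tissues was followed by the 5 genes with the highest WL signal in each of 5 tissues.

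The pipeline was tested on simulated data with 200 changed probes among 31250. With the spread of these arrays it called 20.0% of them in C-I minus WL and 13.0% in C-IV minus WL, with 0 in the wrong direction and 0 and 2 unchanged probes called. With a spread of 0.25 times that, it called 95.5% and 93.5%, with 0 in the wrong direction and 0 and 30 unchanged probes called. The 30 false calls exceed what an adjusted p of 0.01 allows. A spread shared by the groups thus did not hold false calls to that rate in C-IV. The recovered shares hold for 200 changed probes only, as the adjustment is stricter where few probes change. The tools were R 4.3.3 with limma 3.58.1 and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Control spots were left out of every comparison, and RNAi and imaging data of the study were not analysed here.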

Results

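Transcript levels were measured on 7 arrays, of which 2 carried RNA of C-I neurons, 2 RNA of C-IV neurons and 3 RNA of whole larvae controls. Class I neurons have the simplest and class IV neurons the most complex dendrites among the dendritic arborization (da) sensory neurons of the larva. Before scaling, the median spot signal was 48.6 and 38.4 on the C-I arrays, 398 and 465 on the C-IV arrays, and 420, 465 and 389 on the WL arrays. Probes that were positive and significant against background made up 90.9% ± 1.61 (SD, n = 2) on the C-I arrays, 94.1% ± 0.483 (n = 2) on the C-IV arrays and 91.8% ± 0.155 (n = 3) on the WL arrays. By the stricter mark of well above background these shares were 77.6%, 86.3% and 84.3%. The C-I files alone held no column on an extended dynamic range of the scan. Each group lay on a slide of its own, and the C-IV arrays had also been scanned on another scanner model and read with another software version, so group and slide cannot be told apart in any comparison.

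The study gives a mean correlation between replicates as a measure of quality. The C-I arrays correlated with each other at r = 0.988 and the WL arrays at a mean of 0.922 (SD 0.00284 over 3 pairs), while the C-IV arrays correlated at 0.717. The mean over the 5 pairs of arrays of 1 group was 0.894. Between groups, mean r was 0.715 for C-I with WL, 0.703 for C-IV with WL and 0.672 for C-I with C-IV. The C-IV arrays thus correlated less with each other than C-IV replicate 2 did with the WL arrays (0.732 to 0.735) and more than C-IV replicate 1 did (0.672 to 0.673). The first 3 principal components took 41.0%, 30.4% and 17.6% of the variance. Residual SD within groups was 0.361 for C-I, 0.921 for WL and 1.74 for C-IV on the log2 scale. Of the alternatives tried for correlations, normexp background correction moved the C-IV pair most, to 0.766, with 0.994 within C-I and 0.954 within WL.

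**Figure D1:**
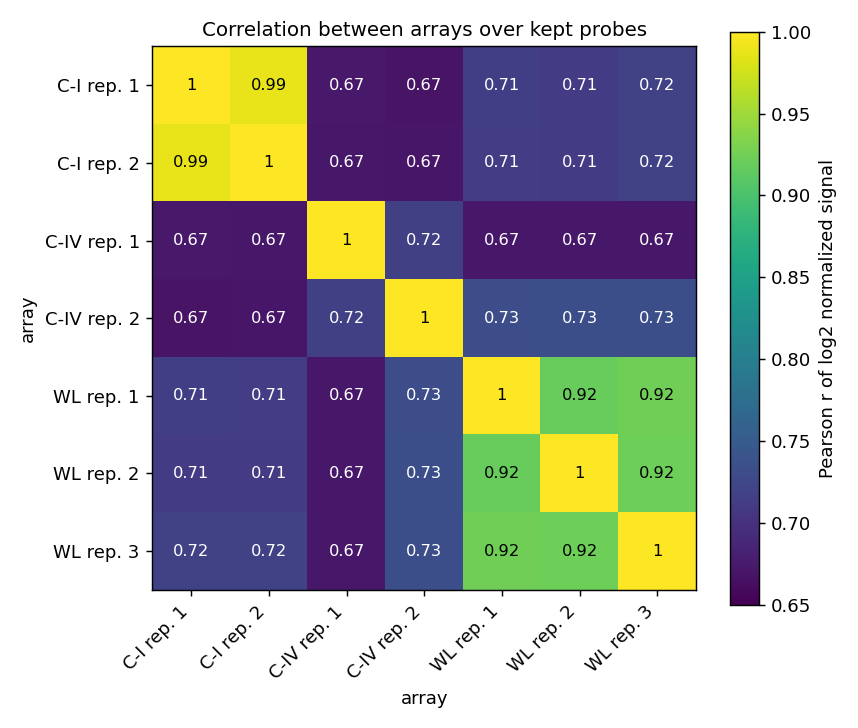
Pearson's r across kept probes for each pair of the 7 arrays (log2 normalized signal), arrays ordered by group. The C-I pair reached 0.988 and the C-IV pair 0.717, against 0.919 to 0.924 for the WL pairs.

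C-I was compared with WL to find transcripts enriched or depleted in C-I neurons. At an adjusted p of 0.01 and 2-fold, 651 genes were upregulated and 1011 downregulated in C-I (2277 and 2202 probes), so that 39.2% of the called genes were higher. Scaling to the 75th percentile in place of quantiles gave 59.6% higher, with 570 genes downregulated. That scaling moved the median change of all genes from -0.17 to 0.23 in C-I minus WL, from 0.02 to -0.35 in C-IV minus WL and from 0.07 to -0.73 in C-IV minus C-I, and directions below hold relative to these shifts. The counts depended on both C-I arrays. Without either of them limma called 0 genes in C-I minus WL, with 3359 genes at an unadjusted p under 0.05 and 2-fold without replicate 1 and 3318 without replicate 2. With the C-I arrays averaged as 1 sample it also called 0 genes (3329 unadjusted), and the methods' one-way test with Tukey HSD, run on all 7 arrays, gave 419 genes upregulated. Without a C-IV array the counts rose, to at most 1347 upregulated and 2294 downregulated genes, and without a WL array they fell, to as few as 316 and 376.

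C-IV was compared with WL in the same way. In C-IV, 251 genes were upregulated and 682 downregulated (776 and 1501 probes), so that 26.9% of the called genes were higher, against 16.3% by the 75th percentile. Of the alternatives that left out no array and had no block for the replicate number, array weights lowered these counts to 3 and 60, and an adjusted p of 0.05 raised them to 1317 and 1579. The upregulated genes numbered 16 without C-I replicate 1, 38 without WL replicate 1 and 836 without C-IV replicate 2, where the remaining C-IV array was assumed to vary like the other groups. With only C-IV and WL in the fit, 17 genes were upregulated and 184 downregulated, with 3873 genes at an unadjusted p under 0.05 and 2-fold.

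The direct comparison of the neuron classes gave 708 genes higher and 661 lower in C-IV than in C-I (1709 and 1807 probes). The share of called genes that were higher in C-IV was 51.7%, and 18.0% by the 75th percentile (274 higher and 1246 lower). With only the neuron arrays in the fit, or with 1 C-I array left out, limma called 0 genes between the classes, while 4621, 3361 and 3359 genes passed an unadjusted p under 0.05 and 2-fold (only the neuron arrays, without replicate 1 and without replicate 2). Without a C-IV array at most 1467 genes were higher and 1386 lower, and without a WL array as few as 289 and 412.

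**Figure D2:**
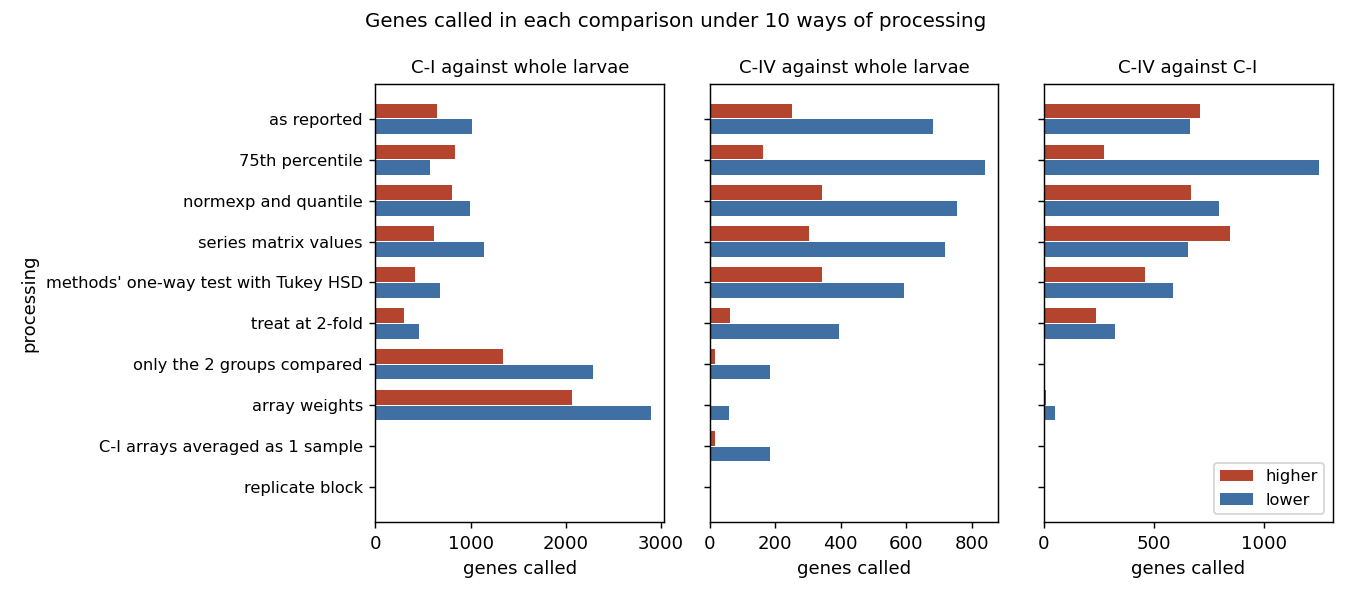
Number of genes called higher and lower in each of the 3 comparisons under 10 ways of processing the same 7 arrays. C-I minus WL gave 651 genes higher and 1011 lower as reported and 0 with the C-I arrays averaged as 1 sample.

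The study sorts genes into those changed in both classes, in 1 class and in opposite directions. Genes upregulated in both classes numbered 99, and genes downregulated in both numbered 318. If the calls were independent, 12.5 and 52.8 genes would be shared and 53.5 would be opposite, against 14 found. With each class set against WL arrays of its own, a test chosen after the result was seen, genes changed alike in both classes (unadjusted p under 0.05 and 2-fold) were 2.25 to 2.39 times as many as if independent, and opposite genes 0.665 to 0.749 times. The changes of the classes correlated at r = 0.432 across genes, which are not independent replicates, against a mean of 0.362 (highest 0.384) in 20 simulations of unchanged groups with shared WL arrays, which had too few calls to test the overlap. The changes had the same sign in 63.5% of genes, against a simulated 61.6%. Simulated changes were noise alone, so these 2 comparisons do not show how much of the observed agreement came from the shared arrays. With WL arrays of its own for each class, r was 0.336 to 0.358. Upregulation was called in C-I alone for 548 genes and in C-IV alone for 142, and downregulation for 683 and 360. A call in 1 class alone does not show that the classes differ, for which the 708 and 661 genes of the direct comparison are the test. In opposite directions, 10 genes were up in C-IV and down in C-I, and 4 (LManVI, Cyp6a22, CG17944 and gcl, named after their values were seen) were up in C-I and down in C-IV, and these 14 were also called between the classes. Of the 14, ND4 alone was well above background on all C-I and C-IV arrays. An adjusted p of 0.05 raised the opposite genes to 125 and 70, whereas treat at 2-fold gave 0 and 0, with 3111 and 2531 genes at an unadjusted p of treat under 0.05 in C-I and in C-IV. The opposite genes rose to as many as 63 and 56 without C-IV replicate 2, and those up or down in both to 402 and 834. Without WL replicate 1 the genes up in both were 17, and without WL replicate 2 those down in both were 113. Since limma called 0 genes in C-I without either C-I array (3359 and 3318 at an unadjusted p under 0.05 and 2-fold), none were shared or opposite there.

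Transcription factors were counted because the study chose factors for a screen from those enriched. Of 747 factors, 708 were kept, and 26 were upregulated in C-I only, 10 in C-IV only and 3 in both (dwg, Msp300 and Optix). The counts adjusted over the list alone were 24, 2 (dom and repo) and 1 (dwg). Downregulated factors numbered 46 in C-I and 16 in C-IV. The factors in brackets in this paragraph were named after their values were seen. Of the study's 40 factors, 8 were called up in C-I only, 3 in C-IV only (dom, E(spl)mbeta-HLH and Rel) and 1 in both (Optix), 28 were called up in neither class, and 19 were called up by at least 1 of their probes. The counts for these 40 factors adjusted over the list alone were 11 in C-I and 7 in C-IV, which is not independent evidence, since the factors had been chosen on these arrays. Their change was above 0 for 22 factors in C-I and 27 in C-IV. Array weights gave 113 factors of the list of 747 in C-I only, the largest count in C-I of any alternative, and without a C-IV array up to 58 were up in C-I only and up to 29 in C-IV only. Without a WL array 10 to 12 factors were up in C-I only, and without a C-I array none, as limma then called 0 genes in C-I.

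Genes of the list fixed beforehand, most of them named by the study, are given with the probe of the highest mean. Of the 93 changes tested for named probes, 44 were called. Leaving out C-I replicate 1 or 2 removed 39 and 38 of these calls, leaving out a WL array removed 13 to 15, and leaving out C-IV replicate 1 or 2 removed 5 and 3. The block for the replicate number removed all 44, averaging the C-I arrays 39, array weights 26, only the groups compared in the fit 26 and treat 15. Scaling to the 75th percentile and the methods' one-way test with Tukey HSD each removed 9. Taking out the GC trend removed 5, a floor of 16 removed 2 and normexp 1. Changes not called as reported gained calls, 20 at an adjusted p of 0.05, 11 with a floor of 16 and 11 with Tukey HSD. Normexp added 10, eBayes with trend and robust 9 and array weights 8. Only the groups compared in the fit added 5, the 75th percentile 4 and taking out the GC trend 1. The microtubule protein gene futsch (CG34387) had a log2 signal of 10.8 ± 0.0130 (SD, n = 2) in C-I, 7.33 ± 1.21 (n = 2) in C-IV and 6.53 ± 0.0898 (n = 3) in WL. It rose 19.2-fold in C-I (log2 4.26, SE 0.532, adjusted p = 0.00360), a call lost under the 75th percentile (adjusted p = 0.0111) and without any WL array (0.0155 to 0.0162). The rise of futsch in C-IV was 1.74-fold (log2 0.80) and not called (adjusted p = 0.320), and it was 1.54 on the log2 scale and called without C-IV replicate 2 (adjusted p = 0.00777) and -0.05 without C-IV replicate 1. Other futsch probes changed by -0.11 and -1.07 in C-I, not called, and 1 of them differed between the classes by 2.81, called (adjusted p = 0.00868). The direct difference in futsch by the probe of the highest mean was -3.47 and not called (adjusted p = 0.0104). It was called with normexp (0.00554), the deposited log2 table (0.00971), probes well above background on all 7 arrays (0.00835) and the GC trend taken out (0.00989). It was not called by the 75th percentile (0.0168) or without a WL array (0.0242 to 0.0247). Leaving out a C-IV array gave differences of -4.20 and -2.55. The proneural gene amos (CG10393) rose 15.2-fold in C-I (log2 3.92, SE 0.285, adjusted p = 9.61e-04) and 2.53-fold in C-IV, where it was not called (adjusted p = 0.0255), and it was lower in C-IV than in C-I by -2.59 (adjusted p = 0.00420, and 0.0107 to 0.0113 without WL replicate 3 or 1), while its other probe gave 1.72, not called (0.485). Of the class IV channel gene ppk (CG3478), the other probe rose by 3.78 in C-IV (adjusted p = 0.0163) and differed by 1.905 between the classes (0.115). Neither was called. By the probe of the highest mean, ppk rose 19-fold in C-IV (log2 4.25, SE 0.382, adjusted p = 0.00213, and 0.0113 without WL replicate 2). In C-I ppk rose 2.50-fold, not called (adjusted p = 0.0471). It was higher in C-IV than in C-I by 2.93 (adjusted p = 0.00651), a call lost without any WL array (0.0112 to 0.0163) and, by little, without a C-IV array (0.0103) and by the 75th percentile (2.44). Without either C-I array none of these calls was left (adjusted p = 0.0431 to 0.0434 for futsch and 0.0204 to 0.0207 for amos in C-I, 0.0129 to 0.0130 for ppk in C-IV).

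Among the other factors named, nub rose by 4.98 in C-I (adjusted p = 0.00141) and was lower in C-IV than in C-I by -4.76 (0.00262), but another of its probes changed by -1.53 in C-I. The level of ci fell by 3.89 in C-I (adjusted p = 8.55e-04), was 1.15 above WL in C-IV without being called (0.0319), and differed between the classes by 5.04 (9.98e-04). For foxo the change in C-I was -2.22 (adjusted p = 0.00342, and 0.0128 to 0.0146 without a WL array), and another of its probes rose by 5.47. Between the classes ara was higher in C-IV by 2.89 (adjusted p = 0.00426, 0.0102 to 0.0117 without a WL array, and 0.0141 by the 75th percentile, where the difference was 1.82), although its changes against WL, -0.82 in C-I (0.14 by the 75th percentile) and 2.07 in C-IV, were not called. In either class against WL and between the classes, ab, ct, kn, ss and cnc were not called by their probes of the highest mean. Other probes of ab were called, 1 of them with a rise of 5.45 in C-I (adjusted p = 0.00209) and -4.24 between the classes (0.00669) and another with 4.49 between the classes (0.00496). So were another probe of ct (5.42 in C-I and -3.04 between the classes) and 1 of the other 2 probes of cnc (3.23 in C-I and 5.45 in C-IV). By the probes of the highest mean the changes were 1.04 and 1.27 for ab, -0.65 and -0.79 for ct, 1.04 and 0.38 (-0.12 by the 75th percentile) for kn, 0.55 and -0.65 for ss, and -0.69 and -1.29 for cnc, in C-I and C-IV in that order. The neuronal gene elav (CG4262) changed by -0.10 in C-I and by -2.82 in C-IV (adjusted p = 0.0798), where its arrays had a SD of 2.32, and its change was -4.33 and called without C-IV replicate 2 (adjusted p = 7.32e-04) and -1.19 without C-IV replicate 1. The calls of nub, ci, foxo and ara were lost without either C-I array (adjusted p from 0.0197 for ci to 0.0468 for foxo), and foxo differed between the classes by 1.53 (adjusted p = 0.0157), a difference called only without a C-IV array (0.00976) among the arrays left out. The reference genes Gapdh2 and RpL32 were not called, with changes of -0.60 and -0.24 for Gapdh2 and of -0.10 (0.16 by the 75th percentile) and 0.53 for RpL32.

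Of the protease genes named, CG14820 was lower in C-IV than in C-I by -4.01 (adjusted p = 0.00234), CG15253 by -4.39 (0.00234), CG18557 by -6.93 (0.00119) and Ser6 by -3.44 (0.00254). In C-I each was above WL without being called. The changes were 1.83 (adjusted p = 0.0124), 1.535 (0.0283), 1.24 (0.0803) and 1.70 (0.0108) in that order. In C-IV, CG14820 (-2.18, adjusted p = 0.0110) and Ser6 (-1.74, 0.0147) were below WL, also not called. With probes well above background on all 7 arrays, CG14820 and Ser6 were called up in C-I and down in C-IV (adjusted p up to 0.00913). CG15253 was still not called in C-I there (0.0203). Against WL, CG15253 was called lower in C-IV (-2.85, adjusted p = 0.00652, and 0.0130 to 0.0252 without a WL array, 0.0106 without a C-IV array and 0.0281 to 0.0283 without a C-I array) and so was CG18557 (-5.69, adjusted p = 0.00142, and up to 0.0101 without a C-I array), which was well above background on 1 of the 2 C-IV arrays. The transporter gene Mdr50 changed by 0.02 in C-I (-0.09 with the deposited log2 table) and by -2.49 in C-IV (adjusted p = 0.0194) and was not called between the classes (-2.51, adjusted p = 0.0197), whereas scaling to the 75th percentile gave -3.81 (0.00565). The other probe of Mdr50 was called, with -4.81 in C-IV against WL (adjusted p = 0.00225) and -6.05 between the classes (0.00170). Of the mitochondrial genome, ND4 fell by 2.96 in C-I (adjusted p = 0.00692), rose by 3.08 in C-IV (0.00917) and was higher in C-IV than in C-I by 6.04 (0.00182). The calls of ND4 against WL were lost without any WL array (adjusted p = 0.0103 to 0.0326), and that in C-IV also without a C-IV array (0.0106 and 0.0199), without a C-I array (0.0373) and by the 75th percentile (2.59, 0.0145). With the GC trend taken out both were lost (adjusted p = 0.0102 and 0.0124). ATP8 was not well above background on any C-I array. It was at least 18.6-fold lower in C-I than in WL (adjusted p = 0.00516, and 0.0119 to 0.0199 without a WL array), 49.8-fold higher in C-IV than in WL (adjusted p = 0.00540, and up to 0.0232 without a WL array, 0.0126 without a C-IV array and 0.0226 without a C-I array) and at least 924-fold higher in C-IV than in C-I. These bounds hold for the reported processing only. The change of ATP8 in C-I was smaller and not called by the 75th percentile (log2 -3.11, adjusted p = 0.0201), with normexp (-2.06, 0.0290) and with the GC trend taken out (-2.42, 0.0191), where the rise in C-IV was not called either (2.64, 0.0203). Its difference between the classes was then 8.63, 7.16 and 5.05 in that order, called each time. Between the classes COX2 was higher in C-IV by 4.52, CYTB by 3.25 and COX3 by 2.43, all called. The call of COX3 was lost without a WL array (adjusted p = 0.0102 to 0.0109) and by the 75th percentile (1.05, adjusted p = 0.0647). Against WL, COX2 changed by -2.19 in C-I and 2.33 in C-IV, CYTB by -1.68 and 1.57, and COX3 by -1.535 and 0.89, none called. No call in C-I or between the classes was left for these genes without either C-I array (adjusted p from 0.0244 for CG18557 to 0.0642 for ND4).

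**Figure D3:**
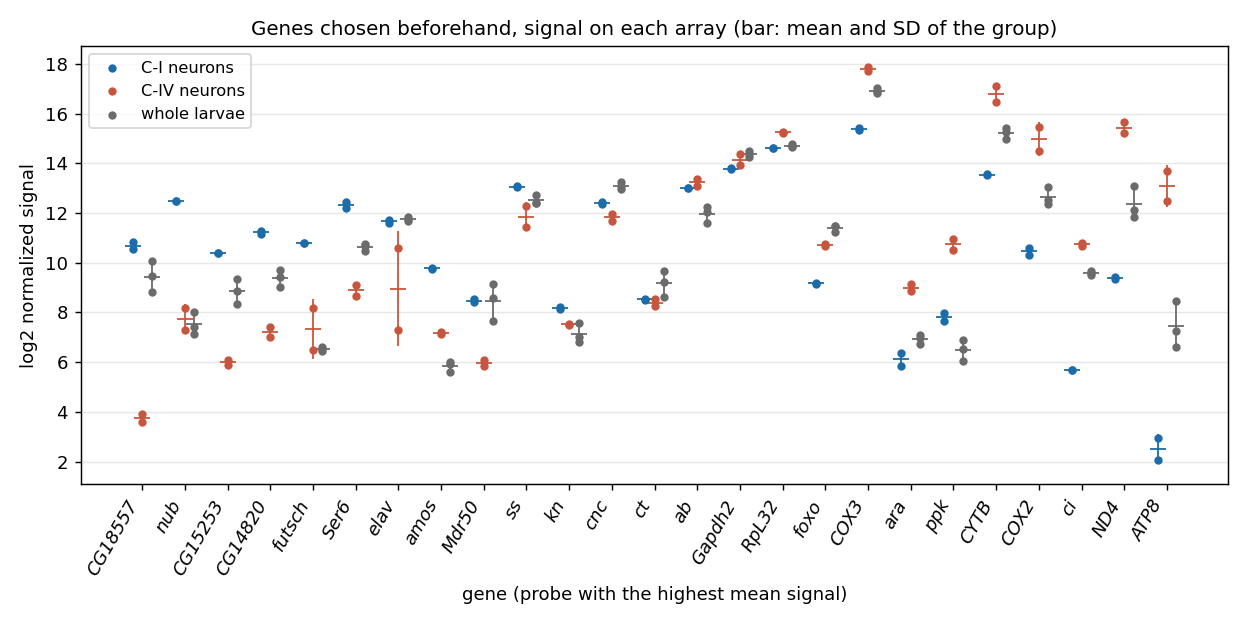
Normalized log2 signal on each of the 7 arrays (points) with the mean and SD of each group for the 25 genes of the list fixed beforehand. For futsch, the C-I arrays stood at 10.8, while the C-IV arrays differed with a SD of 1.21.

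By size of change, the largest rises in C-I against WL were those of snRNA:U2:34ABb (8.36), sls (7.79) and Snoo (7.76), and the largest falls those of CG9616 (-8.11), e (-7.69) and CG3397 (-7.19). Another probe of Snoo changed by -2.10. In C-IV against WL the largest rises were those of CG13148 (6.13), PolA1 (6.04) and a10 (5.84), and the largest falls those of Fbp1 (-9.01, with a SD of 3.41 between the C-IV arrays), CG4783 (-8.45) and Cyp6g1 (-8.43). From C-I to C-IV the largest rises were those of CG14277 (7.55), another probe of ND4 (7.09) and CG14419 (6.89), and the largest falls those of CG14963 (-9.61), snRNA:U2:34ABb (-8.87) and another probe of sls (-8.03). The calls of Fbp1 and CG3397 were lost without any WL array (adjusted p = 0.0322 to 0.0337 for Fbp1 and 0.0236 to 0.0248 for CG3397), and those of Snoo and sls without 1 or more of them (up to 0.0261 and 0.0186), sls between the classes also without a C-IV array (0.0146 and 0.0215). By the 75th percentile Snoo (adjusted p = 0.0103), CG3397 (0.0182) and Fbp1 (0.0134) were not called, nor was Fbp1 with the GC trend taken out (0.0119). Without either C-I array every one of these calls in C-I and between the classes was lost (adjusted p from 0.0157 to 0.0626), and in C-IV that of Fbp1 (0.0355 to 0.0356).

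Gene sets address the study's questions about ribosomes, proteolysis, mitochondria and muscle. A total of 15 of the 54 tests passed an adjusted p of 0.05 by camera. All 15 held under fry, which added 15 others, and none held with an estimated correlation (lowest adjusted p 0.310). In C-I against WL, immediate stress genes were higher (median log2 change 1.69, 14 of 17 genes above 0, adjusted p = 5.68e-04), as were M14 carboxypeptidases (1.49, 10 of 14 genes, adjusted p = 0.0412) and cytosolic ribosomal proteins (0.24, 61 of 93 genes, adjusted p = 0.0262). The mitochondrial genome was lower (-1.78, 0 of 12 genes above 0, adjusted p = 0.00117). Without C-I replicate 2 the ribosomal proteins (adjusted p = 0.0773) and M14 carboxypeptidases (0.0704) were no longer called in C-I, nor were the latter without either C-IV array (0.0866 and 0.0993) or WL replicate 3 (0.0506) and the former without WL replicate 2 (0.0574), and with the GC trend taken out the mitochondrial genome was not (-1.51, adjusted p = 0.0890). The ribosomal proteins were not called in C-I with the GC trend taken out (0.16, adjusted p = 0.123), with the probe nearest the 3' end (0.21, 0.127) or with the mean of all probes of a gene (0.20, 0.0574), nor the M14 carboxypeptidases with probes well above background on all 7 arrays (0.0636), array weights (0.0709) or a block for the replicate number (0.0586).

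In C-IV against WL, cytosolic ribosomal proteins (0.86, 84 of 93 genes above 0, adjusted p = 3.50e-09), the mitochondrial genome (2.29, 12 of 12 genes, 1.57e-06), immediate stress genes (1.47, 15 of 17 genes, 3.27e-04), cuticle (0.62, 77 of 119 genes, 0.00494) and tracheal and epidermal genes (1.14, 12 of 13 genes, 0.0325) were higher. Gut serine proteases (-1.67, 4 of 32 genes above 0, adjusted p = 4.28e-07) and fat body genes (-1.56, 2 of 11 genes above 0, 0.00663) were lower. Without C-IV replicate 2, cuticle (0.16, adjusted p = 0.132) and tracheal and epidermal genes (0.87, 0.0773) were no longer called, and haemocyte (1.75, 0.00862) and salivary gland genes (-1.98, 0.00274) were. Without C-IV replicate 1 or WL replicate 2 the tracheal and epidermal set was not called (adjusted p = 0.0534 and 0.0555), nor was cuticle with probes well above background on all 7 arrays (0.33, 0.101).

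Between the classes, the mitochondrial genome (4.49, 12 of 12 genes above 0, adjusted p = 2.54e-08) and cytosolic ribosomal proteins (0.62, 77 of 93 genes, 4.64e-04) were higher in C-IV, and gut serine proteases (-2.09, 2 of 32 genes above 0, 1.10e-09) and M14 carboxypeptidases (-2.85, 4 of 14 genes above 0, 0.0285) were lower. By the 75th percentile the median of the ribosomal proteins was -0.12 and not called (adjusted p = 0.0560), against the shift of -0.73 of all genes. Without C-IV replicate 1 or 2 the M14 carboxypeptidases were not called (adjusted p = 0.0739 and 0.151), nor were they with probes well above background on all 7 arrays (0.0636), and without replicate 1 pan-neuronal genes were lower in C-IV than in C-I (-0.76, adjusted p = 0.0328). Several mitochondrial transcripts were not well above background in C-I, so that their medians rest in part on bounds. With probes well above background on all 7 arrays the medians were -1.93 in C-I (adjusted p = 0.00178), 2.15 in C-IV and 3.86 between the classes (2.00e-06).

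The remaining sets were not called against WL by camera as reported. By fry, class IV markers, sensory channels and glia were called in both classes, nuclear OXPHOS in C-I and pan-neuronal genes in C-IV. Camera called sensory channels in C-I with normexp (0.78, adjusted p = 0.0352) and in C-IV with probes well above background on all 7 arrays (0.78, 0.0312), and haemocyte genes in C-IV with the probe nearest the 3' end (1.76, 0.0470). Their medians in C-I and in C-IV, in that order, were 0.15 and -0.43 for pan-neuronal genes, 0.71 and 0.54 for sensory channels and receptors, 0.71 and 0.14 (-0.12 by the 75th percentile) for class IV markers, -0.25 and 0.16 (0.17 and -0.04 by the 75th percentile) for sarcomere genes, -0.07 and 0.13 (C-IV -0.12 by the 75th percentile) for nuclear OXPHOS, -0.17 and -0.01 (C-IV 0.03 with normexp) for the proteasome, -0.72 and 0.69 for glia, 0.63 and 1.28 for haemocyte genes, 0.92 and -0.04 (C-IV 0.05 with normexp) for germ line genes, and -0.80 and -0.84 for the salivary gland. Pan-neuronal genes did not differ by this test between the classes (-0.52, adjusted p = 0.123), nor did class IV markers (-0.47, adjusted p = 0.891), but fry called the difference in pan-neuronal genes (adjusted p = 0.0162) and those in glia (0.54, 0.00192) and cuticle (0.62, 0.0471). The median and the mean differed in sign for sarcomere genes in C-I (mean 0.11), class IV markers between the classes (mean 0.48), nuclear OXPHOS in C-IV (mean -0.11) and the proteasome between the classes (0.11, mean -0.01, and median -0.03 by the 75th percentile). Sets that camera called in 1 class alone had the following medians in the other. In C-I they were -0.74 for fat body, 0.14 for cuticle (-0.20 with the deposited log2 table), 0.24 for gut serine proteases and 0.72 for tracheal and epidermal genes. In C-IV the median was -1.47 for M14 carboxypeptidases. Of these, fry called fat body (adjusted p = 0.0148), gut serine proteases (0.0369) and tracheal and epidermal genes (0.0314) in C-I, but not cuticle (0.167). It also called M14 carboxypeptidases in C-IV (7.34e-04).

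**Figure D4:**
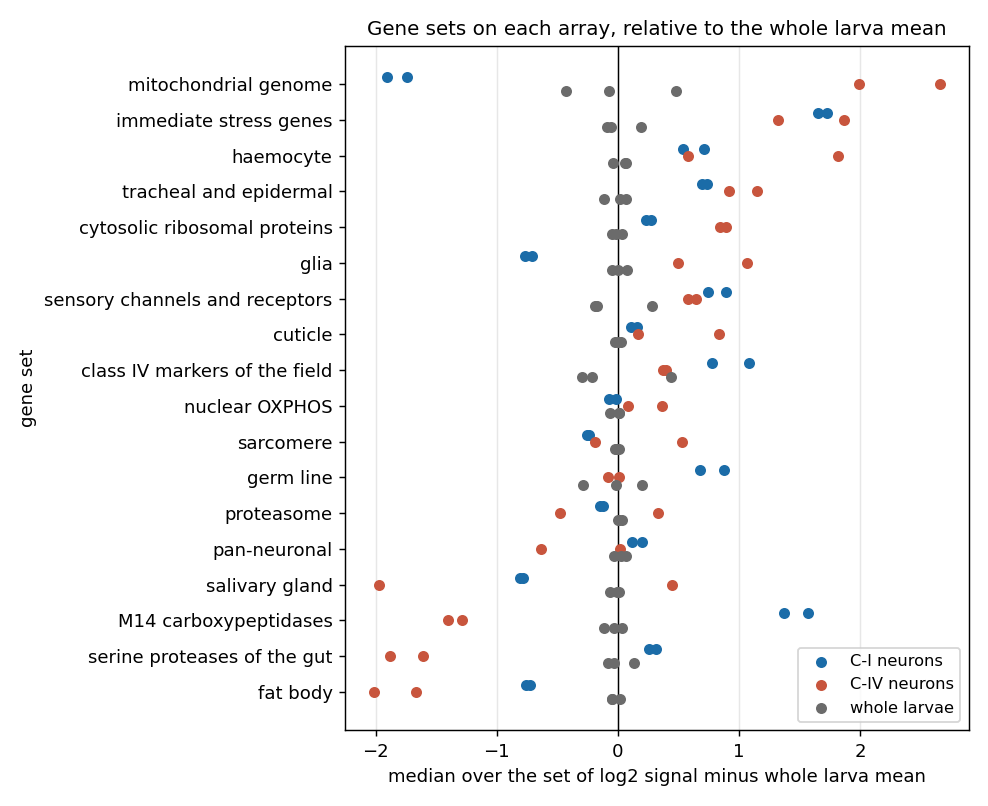
Median log2 signal of each of the 18 gene sets on each array, relative to the mean of the WL arrays. The mitochondrial genome lay below WL on both C-I arrays and above it on both C-IV arrays, also by the 75th percentile (-1.31 and 1.80).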

Values the study reported

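The study gives an average Pearson correlation between replicate arrays of 0.97 and counts 13,028 unique genes on the array. It puts the enrichment of futsch at over 80-fold in C-IV and 10-fold in C-I, and that of amos at 13.9-fold in C-I and 2.5-fold in C-IV. In C-IV it counts 360 transcripts as upregulated and 332 as downregulated, and 336 genes as enriched in C-I alone. Genes changed alike in both classes are put at 308 upregulated and 618 downregulated. Inversely regulated genes number 204 for up in C-IV and down in C-I, and 91 for the reverse. Of the 40 transcription factors it selected, 9 were enriched in C-I alone, 17 in C-IV alone and 14 in both classes.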

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

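Of the tests in this part, those of the slide and extraction software, of the choice of scaling for the mitochondrial transcripts and of array brightness and of the amount of RNA for the spike-in controls were chosen only after the result was seen, as were the alternatives that took out the GC trend, used the probe nearest the 3' end, weighted arrays or averaged the C-I arrays.

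Each group lay on 1 slide of its own (3 groups on 3 slides), the extraction software and scanner model of C-IV differed from those of the others, and the C-I files alone held no column on an extended dynamic range of the scan. No fit with slide as a term was possible, so a difference between slides, scans or software versions cannot be told apart from a difference between C-I, C-IV and WL in any result below.

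Transcripts of the mitochondrial genome differed between the classes by a median of 4.49 on the log2 scale, with a change of -1.78 in C-I and of 2.29 in C-IV against WL. Of the 13 genes, 12 were kept, and 4 of the 13 are among those the study discusses from these arrays. GC content of the probes does not account for the size of the difference in the 9 of 12 genes that had nuclear genes of like GC content to match: their median was 4.47, against a median of 0.43 and a highest value of 3.76 among 10000 matched lists (permutation p = 1e-04, the smallest these draws can give). With the GC trend taken out the difference was 3.38 (adjusted p = 2.25e-04) and that in C-IV 1.94, but the fall in C-I was no longer called (-1.51, adjusted p = 0.0890). The dimness of the C-I arrays does not account for the fall in C-I either, since nuclear genes of like WL signal had a matched median of -0.26 and a lowest list of -2.31, and such lists seldom fell as low as -1.78 (permutation p = 9e-04). Scaling to the 75th percentile left the medians at -1.31 in C-I and 1.80 in C-IV, on either side of WL. Random genes do not covary as the members of this set do (estimated correlation 0.572), and with an estimated correlation camera gave an adjusted p of 0.400 for the difference. Over the alternatives the median ranged from 3.06 to 4.63. A difference between the classes in mitochondrial transcripts may underlie this pattern, but the slides, a difference in the yield of these transcripts in amplification, and the unmatched genes of low GC content stay open.

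Gut serine protease transcripts were lower in C-IV than in C-I by a median of -2.09, below WL in C-IV (-1.67) and 0.24 above it in C-I. The lowest of 10000 random lists matched on signal and GC content had a median of -1.06 (permutation p = 1e-04, the smallest these draws can give). M14 carboxypeptidase transcripts were lower in C-IV by a median of -2.85. Their lowest matched list came close, at -2.68, with the same p, and the set was not called without either C-IV array (-2.80 and -2.30, adjusted p = 0.0739 and 0.151). Cytosolic ribosomal protein transcripts were higher in C-IV by a median of 0.62, and the highest matched list had 0.425 (permutation p = 1e-04). By the 75th percentile their median was -0.12 against a shift of -0.73 of all genes, so that their rise holds relative to other genes only. Signal level and GC content of the probes thus do not account for any of these medians, although random genes do not covary as set members do, and with an estimated correlation the lowest adjusted p over all sets was 0.310. Of the lists, 1 serine protease, 1 carboxypeptidase and no ribosomal protein are among the genes the study discusses from these arrays. Gut transcripts carried over from other cells into C-I could raise both protease sets there. The most abundant gut protease transcripts stood at 0.20 against WL in C-I, where those of 5 tissues ranged over 1.55, which leaves that open. A difference between the classes themselves was not tested apart from the slides.

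In opposite directions against WL, 14 genes were called in C-I and C-IV, where 53.5 would be if the calls were independent, and the same 14 were called between the classes. Only 7.14% of them (ND4) were well above background on all C-I and C-IV arrays, against 59.7% of the 1355 other genes called between the classes. Their median log2 signal in the lower class was 2.44, against 5.40 (permutation p = 0.0033). With probes well above background on all 7 arrays there were 13 opposite genes, of which ND4 alone was among the 14. Low signals go with the genes found as reported and may make the size of their changes uncertain. Without low signals, genes up in C-IV and down in C-I fell from 10 to 3, while the reverse rose from 4 to 10. The totals are thus alike for mostly different genes, and noise of low signals cannot be told apart from other causes. That the genes differ between the classes in the neurons was not tested otherwise. Without C-IV replicate 2 the opposite genes numbered 63 and 56, and without WL replicate 1 they were 0 and 0 by limma, with 4599 and 4090 genes at an unadjusted p under 0.05 and 2-fold in C-I and C-IV.

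Of the 25 genes named beforehand, 14 were called between C-IV and C-I, 8 higher and 6 lower in C-IV. They include 5 of the mitochondrial genome. All 14 stayed called with the GC trend taken out (adjusted p up to 0.00940), and 12 had a probe well above background on all 7 arrays and stayed called there (up to 0.00492), while ATP8 and CG18557 had none. No gene was set against genes matched on GC content or signal. Of the 14, none was called without either C-I array by limma (0 genes in all, with 3361 and 3359 at an unadjusted p under 0.05 and 2-fold). The study had picked part of these genes from the same arrays, so that their number is not independent evidence, and the slides stay open for them as for all differences between the classes.

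Among the control spots, which no comparison used, 8 of 10 spike-in probes were brighter on both C-IV arrays than on every WL array, with a median of 1.83 for the lowest C-IV over the highest WL signal. Brighter arrays do not account for it, since by the same ratio the negative controls stood at 0.457, and by the ratio of means at 0.56, with the median signal at 1.02. A larger amount of spike-in RNA does not either, as it would raise all probes by about 1 factor, whereas the ratio of means ran from 0.484 to 5.82, with 1 probe lower on both C-IV arrays than on every WL array and 1 neither lower nor higher. Another mix of spike-in RNA, or hybridisation that differed by probe, was not tested. The study's methods name no spike-in RNA, so it is not known whether any was added or whether these signals came from larval RNA. No biological explanation was tested.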

How the results depend on the processing

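Of the alternatives in this part, array weights, the C-I arrays averaged as 1 sample, the GC trend taken out and the probe nearest the 3' end were chosen only after the data were seen. Counts are of genes unless probes are named, pairs of numbers are higher and lower, opposite genes are up in C-IV and down in C-I first, and factors are those up in C-I only, in C-IV only and in both. Where no reason is given, the cause was not tested. Leaving out saturated spots was not run, as there were 0, and a slide term could not be fitted.

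With no filter and with the deposited log2 table every count of genes, probes, sets and factors stayed within 1.5 times that reported. The sets kept their calls under no filter, the deposited table, a floor of 16, the averaged C-I arrays and without C-I replicate 1 or WL replicate 1. The 44 called changes of named probes and the 15 called sets had the same sign under every alternative that kept the same probe for a gene or tested the sets, with the exception of the median of ribosomal proteins between the classes by the 75th percentile (-0.12).

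Scaling to the 75th percentile gave 570 genes (1144 probes) lower in C-I, 163 genes (447 probes) higher in C-IV, and 274 and 1246 genes (582 and 3403 probes) between the classes. There were 2 and 8 opposite genes, 311 lower in C-I only, 86 and 574 in C-IV only, and 1 set higher in C-IV than in C-I. The shift of all genes between the classes (-0.73) goes with the direction of these moves. The arrays correlated at 0.700 within C-IV and 0.919 within WL. Normexp gave 14 opposite genes up in C-I, 232 higher in C-IV only and 5 factors in both, with correlations of 0.994, 0.766 and 0.954 within C-I, C-IV and WL, 0.766 for C-I with WL, 0.754 for C-IV with WL and 0.734 for C-I with C-IV. Without a filter, r was 0.729 within C-IV, 0.732 for C-I with WL and 0.691 for C-I with C-IV. Only probes well above background on all 7 arrays (20086 of 31392 probes, so fewer were tested) gave 1429 probes lower in C-I, 471 genes (1008 probes) higher in C-IV than in C-I, 3 and 10 opposite genes and 1 set lower in C-IV than in C-I. By that mark the detected shares were 77.6%, 86.3% and 84.3% in C-I, C-IV and WL. Signal over background limits the folds of genes that are dim in a class, as for ATP8 in C-I.

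A floor of 16 gave 469 genes (1302 probes) higher in C-IV, 166 higher in both, 23 and 18 opposite, 280 higher in C-IV only, 20 factors in C-IV only and 10 in both. The methods' one-way test with Tukey HSD gave 419 genes (1283 probes) higher and 1444 probes lower in C-I, 459 genes (1095 probes) higher in C-IV than in C-I, 178 higher in both, 55 and 31 opposite, 210 and 278 in C-I only, 221 lower in C-IV only, and 14, 6 and 10 factors. Trend and robust settings of eBayes gave 9 opposite genes up in C-I and 5 factors in both. An adjusted p of 0.05 by construction gave more: 1572 and 2180 genes (5048 and 4893 probes) in C-I, 1317 and 1579 (3780 and 3457) in C-IV, 1905 and 1601 (4630 and 4326) between the classes, 483 and 751 in both, 125 and 70 opposite, 1019 and 1304 in C-I only, 709 and 758 in C-IV only, and 58, 47 and 26 factors. The stricter treat gave 299 and 461 genes (1050 and 971 probes) in C-I, 64 and 394 (177 and 840) in C-IV, 236 and 322 (557 and 850) between the classes, 24 and 145 in both, 0 and 0 opposite, 275 and 316 in C-I only, 40 higher in C-IV only, and 10, 1 and 1 factors. The mean of all kept probes of a gene gave 1 factor in both. With the GC trend taken out there were 5 factors in C-IV only and 5 in both, and 0 sets lower in C-I by camera (mitochondrial genome, adjusted p = 0.0890).

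With only the groups compared in the fit, so that fewer arrays gave the spread, limma called 1339 and 2283 genes (4446 and 4900 probes) in C-I, 17 and 184 (36 and 391) in C-IV and 0 and 0 (0 probes) between the classes, with 9 and 123 in both, 0 and 2 opposite, 1328 and 2160 in C-I only, 8 and 59 in C-IV only, and 70, 0 and 0 factors. The unadjusted p was under 0.05 with 2-fold for 6163, 3873 and 4621 genes in the 3 comparisons. Array weights, which by the narrow spread of C-I weighed its arrays at 5.39, WL at 1.03 and C-IV at 0.178, gave 2063 and 2892 genes (6508 and 6231 probes) in C-I, 3 and 60 (7 and 137) in C-IV, 10 and 52 (26 and 136) between the classes, 3 and 43 in both, 0 and 2 opposite, 2058 and 2849 in C-I only, 0 and 15 in C-IV only, and 113, 0 and 0 factors (6696, 2639 and 3455 genes unadjusted). The C-I arrays averaged as 1 sample left limma with 0 genes and 0 probes in C-I and between the classes, 17 and 184 genes (36 and 391 probes) in C-IV, all of them in C-IV only, and 0 in both, opposite, in C-I only or among the factors (3329, 3873 and 3338 genes unadjusted).

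The replicate number as a block, which takes replicates with the same number as paired, gave 0 genes, 0 probes and 0 factors by limma in every count, with 4240, 3731 and 4451 genes at an unadjusted p under 0.05 and 2-fold. The numbers do not pair the samples, since deviations from the group mean of arrays with the same number correlated at -0.000402 to 0.0365, so this model spends degrees of freedom on no shared effect.

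Leaving out 1 array in turn moved the counts as follows, from the lowest to the highest. The lone array left in C-I or C-IV was assumed to vary like the other groups. Genes in C-I ran from 0 to 1347 higher and 0 to 2294 lower (0 to 4466 and 0 to 4920 probes), in C-IV from 16 to 836 and 181 to 1724 (36 to 2743 and 386 to 3552 probes), and between the classes from 0 to 1467 and 0 to 1386 (0 to 3201 and 0 to 3673 probes). Genes in both ran from 0 to 402 and 0 to 834, opposite genes from 0 to 63 and 0 to 56, those in C-I only from 0 to 1066 and 0 to 1608, and those in C-IV only from 16 to 371 and 179 to 834. Factors ran from 0 to 58, 0 to 29 and 0 to 23. Sets higher in C-I ran from 1 to 3 and sets lower in C-IV than in C-I from 1 to 2. The values of 0 in C-I and between the classes came without a C-I array (limma, 3359 and 3318 genes in C-I and 3361 and 3359 between the classes unadjusted), and the highest without a C-IV array. The fits share the spread of the groups, which the C-I arrays lower and the C-IV arrays raise (SD 0.361 and 1.74), and the direction of these moves goes with that. Without a WL array there were 316 to 328 genes higher and 376 to 418 lower in C-I.

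Camera with an estimated correlation called 0 sets in each comparison and direction (lowest adjusted p 0.310), whereas fry called 7 and 4 in C-I, 8 and 4 in C-IV and 4 higher in C-IV than in C-I and camera with the preset correlation called 15 of the 54 tests in all. Estimated correlations were as high as 0.572 for the mitochondrial genome.

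Other probes of the same gene, each counted, gave the opposite direction in 38 cases, 14 of them called by either probe. In these 14, for ab the difference between the classes was -4.24, for amos 1.72 and for nub 0.30, where nub changed by -1.53 in C-I. Another probe of cnc rose by 3.23 in C-I and 5.45 in C-IV, another of ct by 5.42 in C-I, and another of foxo by 5.47 in C-I with -4.19 between the classes. For futsch other probes gave -0.11 and -1.07 in C-I and 2.81 between the classes, and for Snoo -2.10 and -0.64 in C-I. In the 24 called by neither probe the values were -2.23 in C-I and -0.11 between the classes for ab, 2.23 and 1.37 between the classes for cnc, 2.38 in C-IV for ct, 0.52 in C-I for elav, and 0.23 and 1.28 in C-IV for foxo. They were -0.18 in C-IV for futsch, and for kn -2.004 and -1.74 in C-I, -0.74, -2.67 and -1.14 in C-IV, and 1.26 and 0.61 between the classes. For nub they were -2.14, -1.60 and -0.77 in C-IV, and for ss -0.84 in C-I, 2.72 and 2.64 in C-IV, and 3.56 and 2.28 between the classes. Of the other cases, 65 kept direction and side of the threshold, 29 lost the call and 5 gained it.

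Changes that were called neither as reported nor under the alternative reversed in 43 further cases, where the direction of a set is that of its test and can differ from its median. By the 75th percentile these were sarcomere (0.17), RpL32 (0.16) and ara (0.14) in C-I, kn (-0.12) and nub (-0.24) in C-IV, and haemocyte (-0.45), salivary gland (-1.33) and sensory channels (-0.95) between the classes. With normexp it was sarcomere in C-I (-0.10), with a floor of 16 the same set (-0.25), and with the deposited table nuclear OXPHOS (-0.10), sarcomere (-0.38) and Mdr50 (-0.0903) in C-I and ct between the classes (0.00720). With probes well above background on all 7 arrays they were nuclear OXPHOS (-0.0115) and sarcomere (-0.25) in C-I, the proteasome in C-IV (0.00403), and haemocyte (0.36), salivary gland (-0.23) and sensory channels (0.26) between the classes. The block for the replicate number reversed nuclear OXPHOS (-0.0589) and Mdr50 (-0.38) in C-I. The mean of all probes reversed germ line genes in C-IV (0.25) and, between the classes, class IV markers (-0.52), haemocyte (0.32), salivary gland (-0.38) and sarcomere (0.33). By fry these were sarcomere in C-I (-0.25), nuclear OXPHOS in C-IV (0.13), and haemocyte (-0.24), salivary gland (-0.48) and sensory channels (-0.54) between the classes. Array weights reversed nuclear OXPHOS in C-I (-0.0703) and germ line genes in C-IV (-0.0445), and the averaged C-I arrays the salivary gland between the classes (-0.48). With the GC trend taken out they were sarcomere (-0.35), Mdr50 (-0.37) and elav (0.0376) in C-I, and haemocyte (0.26) and Gapdh2 (-0.12) between the classes. With the probe nearest the 3' end they were germ line genes in C-IV (0.76), and class IV markers (-0.56) and haemocyte (0.75) between the classes.

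Leaving out 1 array reversed 15 uncalled changes, in 22 fits counted per change, given as lowest and highest values. In C-I they were nuclear OXPHOS (-0.0721 to -0.0175), sarcomere (-0.28 to -0.20) and Mdr50 (-0.38 to 0.35). In C-IV they were germ line (-0.33 to 0.15), proteasome (-0.43 to 0.33), sarcomere (-0.19 to 0.54), futsch (-0.0539 to 1.54) and nub (-0.20 to 0.60). Between the classes they were salivary gland (-1.54 to 0.72), germ line (-0.82 to -0.0149), haemocyte (-0.32 to 0.84), proteasome (-0.0871 to 0.37), sarcomere (0.0313 to 0.55), sensory channels (-0.60 to -0.31) and ct (-0.27 to 0.0141).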

Other observations

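Of the tests in this part, those of the distance from the 3' end for probes in opposite directions and for the C-IV arrays, of noise in the probes in opposite directions, of separate WL arrays for the classes, of a WL array under a C-IV name and of compression of the C-I signals were chosen only after the result was seen, as were the alternatives with the C-I arrays averaged, array weights and the probe nearest the 3' end.

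The C-IV arrays differed more from each other (r = 0.717) than the WL arrays did (mean 0.922). Taking out the trend with GC content gave r = 0.725, and the probes nearest the 3' end of each gene gave 0.726 (0.914 for WL), so that neither GC content nor distance from the 3' end accounts for it. Noise of spots does not either, since the differences between the C-IV arrays in probes of 1 gene within 500 bases had a rank correlation of 0.656 (0.467 to 0.514 for pairs of WL arrays). Of 9 marker sets of other tissues 6 were higher and 3 lower in replicate 2, from -1.29 for haemocyte to 1.67 for salivary gland genes. A lower share of neurons would raise all of them alike, which these values argue against, but RNA of other cells in unequal shares, as of muscle (0.78) or salivary gland, cannot be told apart from other differences between the samples. The channel gene ppk stood 4.04 above the WL mean in the lower C-IV array, which excludes a WL array under a C-IV name. A difference between the samples, in the cells collected or in amplification, may remain, and no test here parts these.

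The C-I arrays hardly differed from each other (r = 0.988). The spread between the C-I arrays was 1.11 to 1.32 times that expected from repeat spots of a probe within an array, while these ratios were 2.29 to 5.39 for WL and 9.68 to 15.7 for C-IV. The study describes mRNA of independent pools of neurons, in biological replicates. A candidate explanation is nonetheless that 1 amplified sample was hybridised to both arrays. The differences in probes of 1 gene within 500 bases had a rank correlation of 0.157, lower than in WL (0.467 to 0.514) and above that of probes of different genes (-0.00605), so that this cannot be told apart from close biological replicates. Compression of dim signals is argued against by the brightest of 4 classes of probes by signal, where the C-I arrays differed by a spread of 0.159 and the WL arrays by at least 0.314. If the C-I arrays are averaged as 1 sample, limma calls 0 genes in C-I against WL (3329 at an unadjusted p under 0.05 and 2-fold).

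Of 294 genes with at least 2 called probes in C-I, 33 (11.2%) had probes called in opposite directions, and in C-IV 11 of 166 (6.63%). In C-IV, distance from the 3' end may account for part of it, as the probe nearer the 5' end had the higher change in 29.3% of 2481 genes (median difference -0.82, sign test, exact p = 4.25e-97, genes taken as independent), in 38.3% and 26% for the single C-IV arrays. In C-I the share was 50.3%, which argues against that distance there. Noise of low signals is argued against in C-I, where 64.9% of the called probes of such genes were well above background on all 7 arrays, against 60.6% for other genes (permutation p = 0.551). In C-IV these shares were 50.0% and 65.5% (permutation p = 0.213), and with 11 genes noise cannot be told apart from other sources. Splice forms that differ between samples were not tested.

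Genes called alike in both classes (99 up and 318 down) are not explained by noise of the shared WL arrays. With each class set against WL arrays of its own, genes changed alike (unadjusted p under 0.05 and 2-fold) were at least 2.25 times as many as if independent, with r of 0.336 to 0.358 between the changes. What the WL arrays have in common, their slide among it, stays open. Pan-neuronal transcripts were not called higher than in WL (0.15 in C-I and -0.43 in C-IV), although the cells were neurons and WL a mixture. In C-I, 19 of 32 genes were above 0. By the 75th percentile the medians were 0.63 and -0.75, beside shifts of all genes of 0.23 and -0.35. With the probe nearest the 3' end the C-IV median was -0.059, against -0.43 as reported, so no rise appeared. A gene with 1 kept probe keeps that probe at any distance, so a rise hidden by distance from the 3' end is not excluded. Of the 32 genes, 1 is among those the study discusses from these arrays.

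The study describes muscle transcripts as depleted in C-IV as a sign of purity. It also reports muscle terms as lower in C-I and inspected the isolated cells for cells without GFP. By qRT-PCR it reports futsch and elav as highly enriched (data not shown) and cut as raised in neurons that overexpressed it. The 5 most abundant transcripts of sarcomere, fat body, cuticle, salivary gland and gut serine proteases (WL log2 means of 15.5 to 16.3) were well above background on all C-I and C-IV arrays for 25 of 25 genes. Their median changes ranged over 2.22 in C-IV, from -2.22 for fat body to 0.00 for sarcomere, and over 1.55 in C-I, from -1.35 for fat body to 0.20 for gut serine proteases. By the 75th percentile the sarcomere set of 29 genes had medians of 0.17 in C-I and -0.04 in C-IV, against -0.25 and 0.16 as reported. RNA of other cells is a candidate source of these transcripts, and since a mixture of tissues in unequal shares could give such a range, it cannot be told apart from expression in the neurons or carry-over between samples. None of the genes of these 5 lists is on another list, and 1 of them, a serine protease, is among the genes the study discusses.

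Kept probes without a matched gene (10842) had a median change of 0.50 in C-I and 0.45 in C-IV, against -0.20 and 0.03 for matched probes (20550), and 59.0% of them were above 0 in C-I, against 45.4%. Carry-over of genomic DNA is a candidate explanation. The share of these probes well above background was 75.4% in C-I, 84.3% in C-IV and 78.0% in WL, and that of matched probes 80.7%, 88.1% and 87.6%. Relative to matched probes it was thus higher in both classes than in WL, which genomic DNA and transcripts of the neurons would give alike, so that DNA cannot be told apart from transcripts the annotation lacks. No biological explanation was tested.

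The futsch transcript was 1.74-fold above WL in C-IV and 19.2-fold in C-I. The study gives a far higher value for C-IV and a lower one for C-I. The amos transcript was 15.2-fold above WL in C-I and 2.5-fold in C-IV. For amos the study gives a slightly lower value in C-I and about the same one in C-IV. By limma, 99 genes were up and 318 down in both classes, 142 up in C-IV alone, and 10 and 4 in opposite directions. The methods' one-way test with Tukey HSD gave 178 and 342 in both, 109 up in C-IV alone, and 55 and 31 in opposite directions. The study, which used that one-way test, gives higher numbers than either for each of these. Of its 40 factors, limma called 8 up in C-I only, 3 in C-IV only and 1 in both. The study, by its one-way test, gives higher numbers for all of these groups. In this data 548 genes were up in C-I only by limma, and 210 by the methods' one-way test with Tukey HSD. The study gives a number between these. The mean correlation over the 5 pairs of arrays of 1 group was 0.894, and the study's mean is higher.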
